# Pluripotent stem cells related to embryonic disc exhibit common self-renewal requirements in diverse livestock species

**DOI:** 10.1242/dev.199901

**Published:** 2021-12-07

**Authors:** Masaki Kinoshita, Toshihiro Kobayashi, Benjamin Planells, Doris Klisch, Daniel Spindlow, Hideki Masaki, Susanne Bornelöv, Giuliano Giuseppe Stirparo, Hitomi Matsunari, Ayuko Uchikura, Ismael Lamas-Toranzo, Jennifer Nichols, Hiromitsu Nakauchi, Hiroshi Nagashima, Ramiro Alberio, Austin Smith

**Keywords:** Embryonic stem cells, Epiblast, Mammalian embryo, Nuclear transfer, Pluripotency, Self-renewal

## Abstract

Despite four decades of effort, robust propagation of pluripotent stem cells from livestock animals remains challenging. The requirements for self-renewal are unclear and the relationship of cultured stem cells to pluripotent cells resident in the embryo uncertain. Here, we avoided using feeder cells or serum factors to provide a defined culture microenvironment. We show that the combination of activin A, fibroblast growth factor and the Wnt inhibitor XAV939 (AFX) supports establishment and continuous expansion of pluripotent stem cell lines from porcine, ovine and bovine embryos. Germ layer differentiation was evident in teratomas and readily induced *in vitro*. Global transcriptome analyses highlighted commonality in transcription factor expression across the three species, while global comparison with porcine embryo stages showed proximity to bilaminar disc epiblast. Clonal genetic manipulation and gene targeting were exemplified in porcine stem cells. We further demonstrated that genetically modified AFX stem cells gave rise to cloned porcine foetuses by nuclear transfer. In summary, for major livestock mammals, pluripotent stem cells related to the formative embryonic disc are reliably established using a common and defined signalling environment.

This article has an associated ‘The people behind the papers’ interview.

## Abstract (precis)

**Summary:** We report the derivation of similar, stable and continuously expandable pluripotent stem cells related to embryonic disc epiblast from embryos of pig, sheep and cow.

## INTRODUCTION

Pluripotent stem cell (PSC) lines have been established from rodent and primate embryos (Brons et al., 2007; Evans and Kaufman, 1981; Martin, 1981; Tesar et al., 2007; Thomson et al., 1998, 1995) and extensively characterised. These cells correspond to transient phases of early embryo development, yet exhibit sustained self-renewal in culture. Mouse and rat embryonic stem (ES) cells can be reintroduced to pre-implantation embryos and contribute extensively to chimaeric animals, including to the germline (Bradley et al., 1984; Buehr et al., 2008; Li et al., 2008). Consequently, mouse ES cells have proven a revolutionary tool for gene modification and complex genome engineering in mammals. Human embryo-derived and induced pluripotent stem cells (PSCs), on the other hand, are widely used to model early human embryo development (Rossant and Tam, 2021) and to generate differentiated cell types and tissues for disease modelling and cell therapy (Yamanaka, 2020). Availability of comparably stable and operable PSCs from livestock mammals would potentiate production of genetically enhanced farm animals. PSCs from these species would also constitute a valuable resource for basic and biomedical research in areas including comparative developmental biology (Kobayashi et al., 2017), xenotransplantation and genetic modification of animal hosts for production of transplantable human tissues and organs (Masaki and Nakauchi, 2017). In addition, differentiation-competent livestock PSCs would provide a renewable platform for sustainable manufacturing of cell-derived meat and other products (Post et al., 2020), an area of emerging interest.

Progress in establishing stable cultures of PSCs from farm animals, whether from embryos or by molecular reprogramming, has lagged behind mouse and human (Ezashi et al., 2016). Attempts to derive pluripotent stem cells from large animal embryos initially focused on recapitulating the derivation of mouse ES cells (Piedrahita et al., 1990; Saito et al., 1992; Wianny et al., 1997). However, the capture of naïve stem cells appears to depend on species-specific culture conditions (Boroviak et al., 2015; Buehr et al., 2008; Dong et al., 2019; Guo et al., 2016; Li et al., 2008) and insight remains limited into the requirements for animals other than rodents and human. To date, there are no convincing reports of naïve pluripotent stem cells analogous to mouse ES cells derived from livestock. In contrast, recent studies have described embryo-derived stem cell lines from pig (Choi et al., 2019; Gao et al., 2019), cow (Bogliotti et al., 2018; Zhao et al., 2021) and sheep (Vilarino et al., 2020) that exhibit features referred to as either primed or expanded pluripotency. These advances have largely been based on adaptations of conditions for primed mouse and primate PSCs (Brons et al., 2007; Kishimoto et al., 2021; Tesar et al., 2007; Tsakiridis et al., 2014), involving various combinations of activin A (or TGFβ), FGF, modulators of the Wnt pathway and serum replacement (Alberio et al., 2010; Bogliotti et al., 2018; Choi et al., 2019; Gao et al., 2019; Vilarino et al., 2020). Establishment of PSC cultures has relied on feeder cells in all cases, although a recent paper reported post-derivation expansion of bovine PSCs without feeders (Soto et al., 2021). These developments are encouraging. However, the culture conditions used differ between studies and are not defined, which obfuscates comparisons. Thus, the relatedness of the cultured stem cell lines to the embryo and to one another are unclear. Here, we have investigated derivation of PSCs from pig, sheep and cattle embryos in defined conditions using an identical combination of activin A, FGF2 and the tankyrase inhibitor XAV939, without feeders or serum substitutes.

## RESULTS

### Derivation of pluripotent stem cell cultures from porcine bilaminar disc epiblast

In livestock embryos, the epiblast undergoes formative transition (Smith, 2017) to generate an epithelial embryonic disc prior to implantation (Alberio et al., 2021; Sheng, 2015). We used pig embryos to access the embryonic disc at the pre-gastrulation spherical blastocyst stage. Embryos were collected on embryonic day 11 (E11) from synchronized inseminated sows. We manually dissected out the bilaminar disc and peeled away the underlying hypoblast layer. Single epiblasts were plated intact in four-well plates in N2B27 medium (Mulas et al., 2019) without feeders, serum or serum substitutes on plates coated with a combination of laminin and fibronectin (Fig. S1A). N2B27 was supplemented throughout with activin A (20 ng/ml), FGF2 (12.5 ng/ml) and XAV939 (2 µM), collectively termed AFX. XAV939 is a tankyrase inhibitor that blocks canonical Wnt signalling by stabilising the β-catenin destruction complex (Huang et al., 2009). Cultures were maintained in 5% O_2_ at 38.5°C, the body temperature of pigs (Dukes, 2015).

Epiblasts outgrew and proliferated as flattened epithelial-like monolayers (Fig. S1B). After 6-8 days, we used accutase to dissociate each explant into small clumps that were replated in AFX medium supplemented with a Rho-associated kinase (Rock) inhibitor, Y27632 (10 µM) (Watanabe et al., 2007). Several colonies typically expanded from each original epiblast and at the next passage were transferred together into one well of a 12-well or six-well plate. Thereafter, cultures were routinely passaged every 2-3 days at a ratio of 1/10-1/20. Y27632 was added at passaging and removed after 24 or 48 h. Cells grew as dense monolayers with clear colony borders and little morphological differentiation (Fig. 1A). We plated 10 epiblasts and in each case obtained a continuous stem cell line (expanded for more than 10 passages) (Fig. S1A). Metaphase analysis showed a euploid count of 38 chromosomes (20/20) for three lines examined at passages 8 (two lines) or 21 (Fig. 1B). We also derived lines on MEF feeders and found that they could readily adapt to feeder-free culture in AFX (Fig. S1C). As for primary epiblast, established lines did not attach well to plates coated with fibronectin only, but required fibronectin and laminin.

**Fig. 1.**
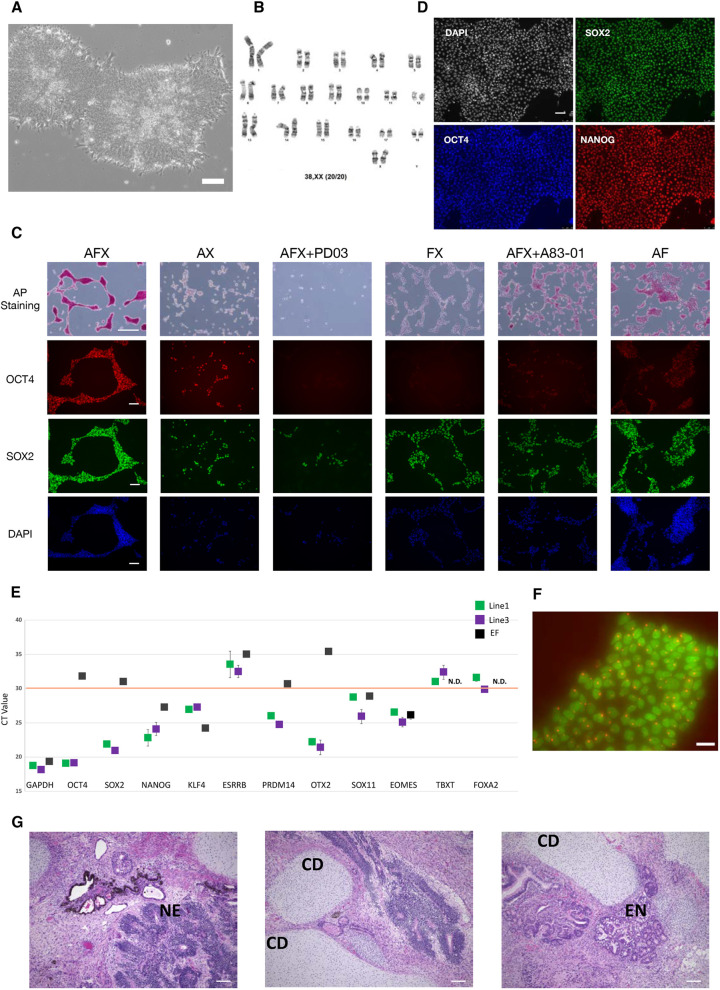
**Derivation of self-renewing pig pluripotent stem cell lines.** (A) Bright-field image of pig stem cells in AFX at P15. Scale bar: 100 µm. (B) G-banding analysis of female line at P21. (C) Cells cultured in the indicated medium for one passage (4 days in total) and assessed by AP staining, and by OCT4 and SOX2 immunostaining. Concentrations of factors were 20 ng/ml activin A, 12.5 ng/ml FGF2, 2 µM XAV939, 2 µM IWP-2, 1 µM PD0325901 and 1 µM A83-01. Scale bars: 500 µm (AP staining); 100 µm (immunostaining). (D) Immunofluorescence staining for OCT4, SOX2 and NANOG. Scale bar: 75 µm. (E) CT values from qRT-PCR analysis of pluripotent and formative/primed gene expression patterns. Orange line marks CT value of 30. EF, pig embryonic fibroblast. TBXT and FOXA2 were not detected (N.D.) in EF. Data are mean±s.d. from technical triplicates. (F) Immunofluorescence staining for H3K27me3 (red) and OCT4 (green) in female AFX line. Scale bar: 25 µm. (G) Teratomas sectioned and stained with Haematoxylin and Eosin. Scale bars: 100 µm. CD, chondrocytes; EN, endoderm epithelium; NE, neuroepithelium.

We investigated the requirement for individual components of AFX and found that all three were required to support continuous expansion of alkaline phosphatase and OCT4-positive cells (Fig. 1C). Furthermore, inhibition of MEK/ERK signalling with PD0325901 caused complete differentiation or death within one passage, whereas blockade of activin/TGFβ receptor signalling with A83-01 caused differentiation with reduced proliferation, although some OCT4-positive cells persisted. In contrast, without XAV939, cells retained alkaline phosphatase but downregulated OCT4 and partially lost SOX2. To test whether the effect of XAV939 is mediated via blockade of Wnt signalling we tested a different mode of suppressing the pathway using IWP2, which prevents Wnt production by inhibiting essential post-translational modification by porcupine (Chen et al., 2009). We found that IWP2 could replace XAV939 and maintain the expansion of alkaline phosphatase and OCT4/SOX2-positive cells (Fig. S1D).

Immunostaining (Fig. 1D) and qRT-PCR (Fig. 1E) showed the presence of OCT4, SOX2 and NANOG transcription factors in expanded porcine AFX cells. Markers of porcine embryonic disc stage, *PRDM14*, *OTX2* and *SOX11*, were also expressed, whereas transcripts for *KLF4* and *ESRRB* that are present in ICM but downregulated in embryonic disc (Ramos-Ibeas et al., 2019) were expressed at very low levels or absent (Fig. 1E). *TBXT* and *FOXA2* transcripts, typically found in primed pluripotent stem cells, were also not significantly expressed. We did detect low expression of *EOMES*, as seen in formative stem cells (Kinoshita et al., 2021). We carried out immunostaining of female cells for the chromatin modification histone-3 lysine 27 trimethylation (H3K27me3), which decorates the inactive X chromosome in female cells (Plath et al., 2003; Silva et al., 2003). The staining showed a single focus of intense signal in each cell (Fig. 1F).

We investigated stable transfection of AFX cells. We introduced a constitutive mKO2 fluorescent reporter transgene using piggyBac transposase-based random integration followed by puromycin selection (1.0 µg/ml). Stably fluorescent cells were readily obtained. We injected reporter cells under the sub-renal and testis capsules of NOD/SCID mice to assess multilineage differentiation potential. At both sites, large mKO2-positive teratomas formed (Fig. S1E,F). In histological sections, we observed various differentiated tissues, including neuroepithelium, pigmented epithelium, cartilage and exocrine epithelium containing secretory vacuoles, indicative of derivatives of all three primary germ layers (Fig. 1G). Together, these findings indicate that AFX comprises the necessary and sufficient signalling environment for derivation and expansion of pluripotent porcine stem cells from embryonic disc stage epiblast.

### Establishment of pluripotent stem cells from ovine and bovine embryos

Encouraged by these findings, we extended the approach to sheep. We similarly dissected embryonic disc stage epiblasts from *in vivo* embryos (E8 and E11) and cultured them in AFX without feeders at 38.5°C. Compared with porcine, we observed that ovine epiblast explants were more liable to overgrowth by differentiated hypoblast-like cells during initial expansion. We therefore avoided bulk passaging in favour of manually picking undifferentiated regions for the first two passages. In this way, we derived eight continuous stem cell lines from 15 embryos. Established ovine AFX stem cells were similar in appearance to porcine, although colonies appeared less compact.

Ovine whole-embryo culture does not progress reliably to the spherical blastocyst stage. However, post-implantation stage PSCs have been derived via *in vitro* development of naïve epiblast in ICM explant cultures in mouse and human (Najm et al., 2011; O'Leary et al., 2012). We therefore isolated sheep ICMs by immunosurgery from E6 and E7 *in vivo* blastocysts and cultured them intact in AFX. After subsequent passaging, we failed to derive stem cell cultures initiated from E6 ICMs, but three out of eight E7 ICMs yielded stable stem cell lines that were morphologically indistinguishable from embryonic disc-derived cultures. The supply of *in vivo* embryos is limiting because only one or two can be obtained per ewe. Therefore, we investigated derivation from *in vitro*-produced blastocysts (German et al., 2015). Following the same ICM outgrowth procedure as for *in vivo* blastocysts, we established five stem cell lines from 13 E7 embryos. Regardless of *in vivo* or *in vitro* origin, ICM explants often became dominated by rapidly expanding differentiated derivatives (Fig. S2A). Careful manual isolation of the undifferentiated area with minimal carry over of differentiated cells was necessary to establish stem cell lines.

Derivations of ovine lines are summarized in Fig. S2B. Immunostaining for H3K27me3 (Fig. S2C) showed a single strong focus in each nucleus of female cells, consistent with an inactive X chromosome. We tested teratoma formation in NOD/SCID mice and obtained multilineage differentiated tumours from both lines tested (Fig. S2D).

Successful derivation from sheep IVF blastocysts prompted us to apply the same approach in cattle. Bovine blastocysts fail to develop beyond day 7 in conventional embryo culture medium. However, we previously showed that N2B27 medium supports development to the spherical blastocyst stage with a larger and more advanced ICM (Canizo et al., 2019; Sandra et al., 2017). Here, we used N2B27 with addition of activin A for 24 h from E8 to E9. We isolated ICMs by immunosurgery from embryos at E7, E8 and E9 (Fig. S2E). Cultured explants were plated in AFX medium as for ovine cell line derivation. Explants from E8 and E9 embryos typically exhibited an embryonic disc-like structure surrounded by differentiated cells (Fig. S2F). An embryonic disc also became, apparent in some, but not all, of the E7 ICM explants. We established 15 cell lines from 27 blastocysts, summarized in Fig. S2G. Similar to the results in sheep, stem cell derivation was least efficient from early ICMs (Fig. S2G). We also injected bovine cells into NOD/SCID mice and obtained tumours with areas of primitive differentiation (Fig. S2H).

Alkaline phosphatase was expressed by porcine, ovine and bovine AFX stem cells (Fig. 2A). By immunostaining, we detected the presence of OCT4, SOX2 and NANOG in almost all cells similarly in lines from the three species (Fig. 2B). Cell lines from each species could readily be expanded for more than 30 passages with no change in morphology. In ovine and bovine cultures, as for porcine, XAV939 could be replaced by IWP2 (2 µM) with no detriment to expansion or pluripotency factor expression over several passages (Fig. S2I).

**Fig. 2.**
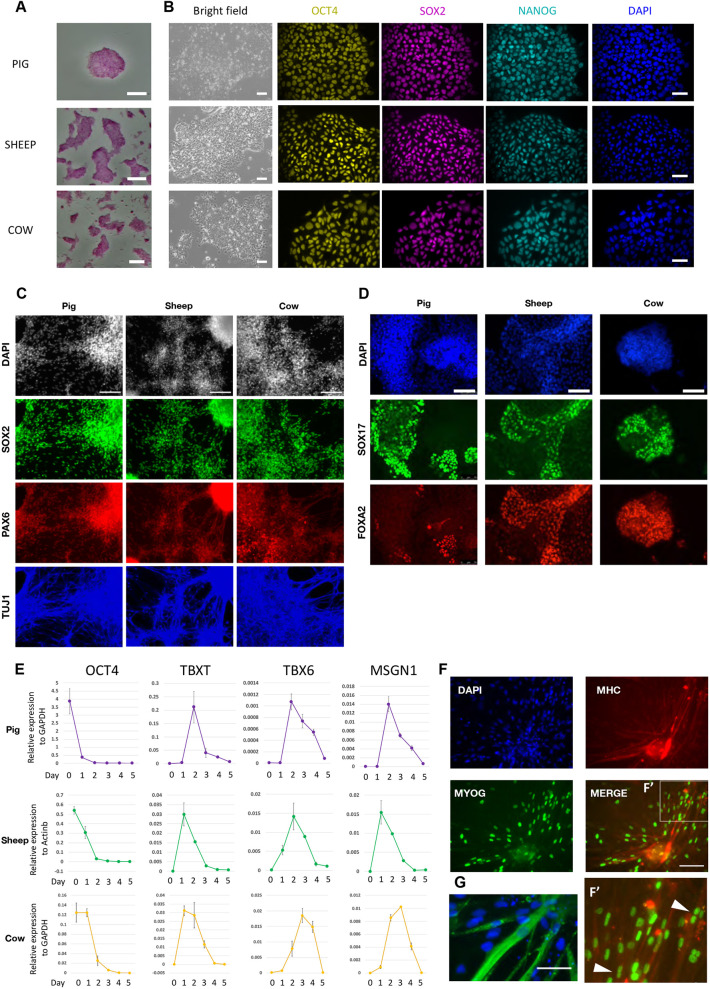
**Establishment of pluripotent stem cells from livestock mammals.** (A) Alkaline phosphatase staining of AFX cell colonies. Passage numbers are: 17 (pig), 20 (sheep) and 12 (cow). AP staining (A) and immunofluorescence of OCT4, SOX2 and NANOG (B) was performed on at least three lines from each species. (B) Bright-field images of EDSCs from pig (P9), sheep (P8) and cow (P21) embryos. Scale bars: 100 µm. Colonies were stained for OCT4, SOX2 and NANOG, and with DAPI. (C) AFX cells differentiated into neural lineage and stained for SOX2 (green), PAX6 (red) and TUJ1 (blue). DAPI images are in grey. Scale bars: 100 µm. (D) AFX cells differentiated into definitive endoderm and stained for SOX17 (green) and FOXA2 (red). DAPI is in blue. Scale bars: 100 µm. (E) qRT-PCR analysis during paraxial mesoderm differentiation. Data are mean±s.d. from technical duplicates. (F) Immunofluorescence staining of MYOG and myosin heavy chain (MHC) in differentiated bovine EDSCs. F′ is a higher magnification of the boxed area with arrowheads indicating multiple nuclei in MHC-positive cells. Scale bar: 100 µm. (G) Differentiated bovine AFX cells immunostained for the striated muscle marker TITIN (green) and DAPI (blue). Scale bar: 25 µm.

We adopted protocols commonly used for human PSCs to investigate *in vitro* differentiation of AFX cells. For neural induction, we applied dual SMAD inhibition (Chambers et al., 2009), passaging cultures at an intermediate time point as they reached confluence. From 14 days we began to observe networks of extended cellular processes and detected abundant expression of the neural lineage markers PAX6 and SOX2, and of the early neuronal marker type III β-tubulin (TuJ1) in all three species (Fig. 2C). For definitive endoderm, we simplified a protocol for human PSCs (Loh et al., 2014), treating cells with activin A plus the GSK3 inhibitor CH99021 for 24 h, then with activin A only for 2 days. We obtained SOX17 and FOXA2 double-positive endoderm cells from each species (Fig. 2D). For mesoderm, we adapted a protocol for stepwise induction of pre-somitic mesoderm and paraxial mesoderm (Chal et al., 2016). qRT-PCR analysis showed upregulation of paraxial mesoderm lineage markers in all three species (Fig. 2E). We investigated potential for further differentiation of bovine cells along the myogenic lineage, a prerequisite for biomanufacturing cellular meat products. Paraxial mesoderm populations were treated as described for human PSC differentiation (Chal et al., 2016) and maintained for 6 weeks in the presence of IGF and HGF. We detected patches of cells that co-stained for MYOG and myosin heavy chain (Fig. 2F). Immunostaining for TITIN showed striations indicative of skeletal muscle differentiation (Fig. 2G).

### Transcriptome profiling of AFX cell identity

To examine whole-transcriptome features of AFX stem cells, we prepared RNAseq libraries in triplicate from three porcine lines, one male and two female, between passages 6 and 10. 

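The porcine RNAseq data consisted of 9 libraries, 3 from each of 3 EDSC lines, numbered 1, 2 and 4, with every line sampled at passages 6, 8 and 10. The libraries of a line are successive passages of the same culture, so their spread is the spread between passages and not between embryos. After removal of ribosomal RNA and preparation of strand-specific libraries, the authors aligned the trimmed reads to Sscrofa11.1 with STAR, assigned them to genes with FeatureCounts and deposited log2(FPKM + 1) values for 21280 protein-coding genes. FPKM is the number of reads on a gene scaled to the gene length and to the library total. The genes are listed by Ensembl identifier, and the table does not pair the identifiers with gene symbols. Of these genes, 1854 were at 0 in every library. Library totals were worked back from the values, because each FPKM is a whole number of reads divided by the gene length and the library total. Whole reads were obtained for 100% of the 19426 genes with a value above 0. The totals count reads assigned to protein-coding genes, not all reads sequenced. They lay between 41165430 and 43407853 reads in line 1 (median 41402963), between 37042527 and 50457427 in line 2 (median 44109016) and between 41626053 and 50510194 in line 4 (median 46351444). Between 16851 and 18079 genes had at least 1 read in a library, with a median of 17062. Pearson correlation across all genes, which are not independent replicates, was 0.997 ± 0.000797 (SD over 9 pairs of libraries) within lines and 0.993 ± 0.00227 (SD over 27 pairs) between lines. Libraries of the same line were more alike than in any other grouping of the 9 libraries into sets of 3 (exact permutation test, one-sided, p = 0.00357, the smallest p that the 280 groupings allow). The line comparison with limma covered 14596 genes that passed a minimum of 10 reads, scaled to library size, in at least 3 libraries, and 1306 of them differed between the lines at an adjusted p-value under 0.05 (Benjamini-Hochberg). Their line means on the log2(FPKM + 1) scale, which understates the changes of low genes, spanned a median of 0.47, and 139 of them spanned at least 1. With each library left out in turn the count ranged from 542 to 1421 and mostly fell, in fits that also had fewer libraries. It was lowest without line 1 passage 6 (542), line 1 passage 10 (700) and line 4 passage 6 (857).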

We compared the cell line transcriptomes with our published RNAseq data from stages of porcine embryo development from morula (E4) to gastrulation (E14) (Ramos-Ibeas et al., 2019; Zhu et al., 2021). Pearson correlation showed highest global similarity to embryonic disc (E11) (Fig. 3A, Fig. S3A). Principal component analysis (PCA) also indicated relatedness to pluripotent embryonic disc and separation from both earlier epiblast and gastrulating cells (Fig. 3B). Fig. 3C shows normalized expression values for selected markers in embryo stages and three porcine stem cell lines. AFX cells display factors enriched in the embryonic disc (*OTX2*, *DNMT3B* and *ETV5*) and have little expression or expression of both the early epiblast (naïve pluripotency) factor *KLF4* and the gastrulation marker *TBXT*. Therefore, we accorded AFX cells the title embryonic disc stem cells (EDSCs).

**Fig. 3.**
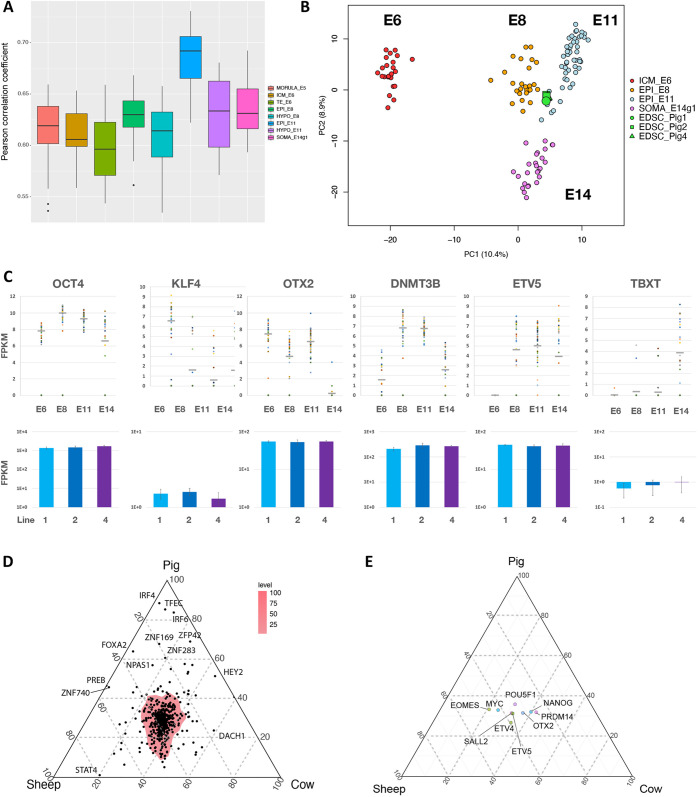
**Transcriptome analysis of embryonic disc stem cells.** (A) Pearson correlation of pig EDSC transcriptome with porcine embryo stages (Ramos-Ibeas et al., 2019; Zhu et al., 2021). For E14, we used the g1 population of posterior cells that are mostly OCT4 positive. The box extends from the lower to the upper quartile and the horizontal line is the median. Whiskers extend to 1.5 times the interquartile range. (B) Projection of porcine EDSCs on PCA of porcine embryo stages computed using the top 1000 variable genes. (C) Expression values of selected marker genes in porcine and EDSCs. Upper: embryo scRNAseq FPKM values with median marked by horizontal bar. Lower: cell line RNAseq log FPKM values. Error bars represent s.d. from triplicate samples. (D) Ternary plot for EDSCs of the three species computed for 555 orthologous transcription factor genes expressed in porcine E11 epiblast. The region of highest density of shared factors is shaded. Differentially expressed genes are indicated. (E) Ternary plot as in D, with selected pluripotency-associated factors labelled.

We then undertook a comparison of porcine EDSCs with our ovine and bovine cell lines. 

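The ovine data were 15 libraries from 5 EDSC lines. Lines B, K and 23 were sampled at passages 5, 7 and 8, at passages 4, 6 and 7, and at passages 6, 8 and 9, in that order. Lines 1 and 13 were sampled at passages 9, 10 and 11 and at passages 10, 11 and 12. The bovine data were 9 libraries, from line 6 at passages 14, 16 and 17, line 13 at passages 16, 17 and 19 and line 16 at passages 15, 16 and 17. Ribosomal RNA was removed with a different kit from that used for the porcine samples, and reads were aligned to Oar_v3.1 and ARS-UCD1.2. Species therefore goes together with the kit, the genome assembly and the gene annotation. Values were deposited in the same unit as the porcine values, in a separate table for each species, and tests were made within a table only. Working back from FPKM gave whole reads for 100% of the 18700 ovine and 18900 bovine genes with a value above 0. Ovine library totals ranged from 8164710 to 13094178 reads, with a median of 12617245 in line B, 11585901 in line K, 9619020 in line 23, 8706055 in line 1 and 9554339 in line 13. Bovine library totals ranged from 10118008 to 14485798 reads, with a median of 10642398 in line 6, 12382917 in line 13 and 13291405 in line 16. Library totals and gene lengths together set the number of reads behind a low value. Genes with a mean of 0.9 to 1.1 FPKM rested on a median of 13.4 reads per library in the ovine data and 24.0 in the bovine data, against 179 in the porcine data. Counting error alone is then 27.3%, 20.4% and 7.47% of the value in a single library. No libraries of a line were near-identical. Between libraries of the same line, a chi-square test of the reads per gene gave at least 4.75 per degree of freedom in the ovine data, 7.91 in the bovine data and 12.9 in the porcine data, where sampling noise gives about 1.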

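The deposited tables listed 21280 porcine, 20921 ovine and 21861 bovine protein-coding genes, each by the Ensembl identifier of its own species, and no identifier was shared between any pair of tables (0 shared). Of these, 2221 ovine and 2961 bovine genes were at 0 in every library. The number of genes with a mean above 1 FPKM over the libraries of a species was 10800 in pig, 12538 in sheep and 12137 in cow. With a threshold of 0.5 FPKM, these numbers were 11885, 13555 and 13264. With the libraries thinned at random to 8164710 reads each, a median of 15458 porcine, 15934 ovine and 16170 bovine genes had at least 1 read. The gene lengths by which reads had been divided were also worked back from the values. Among genes above a mean of 1 FPKM, the median length was 4287 bases in the porcine table (quartiles 2566 and 6466), 1575 bases in the ovine table (quartiles 882 and 2735) and 2439 bases in the bovine table (quartiles 1554 and 3658). The FPKM of a library summed over all genes to 326823 ± 2989 (SD, n = 9 libraries) in pig, 630437 ± 23614 (SD, n = 15) in sheep and 466865 ± 9241 (SD, n = 9) in cow. The ranges over libraries did not overlap, being 322418 to 331594 in pig, 452521 to 481402 in cow and 601959 to 690806 in sheep.

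**Figure D1:**
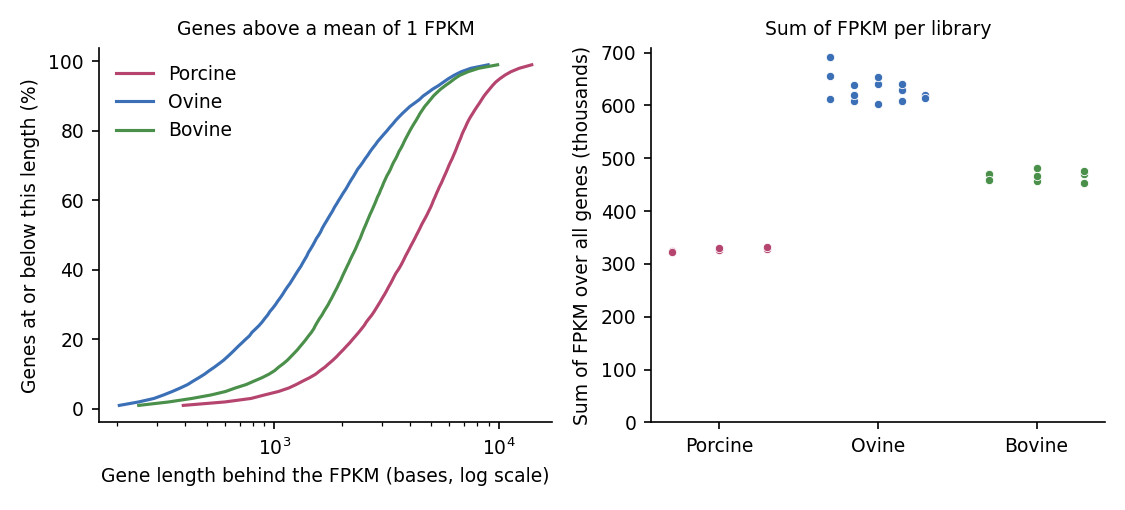
Gene lengths and summed FPKM of the EDSC tables. The left panel gives the cumulative percentage of genes above a mean of 1 FPKM (vertical axis) at or below each gene length in bases (horizontal axis, log scale), with medians of 4287 bases in the porcine, 1575 in the ovine and 2439 in the bovine table. The right panel gives the sum of FPKM over all genes, with 1 point per library and a column of points for each line.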

Global analysis is confounded by the current limitations of gene annotation in these animals. We therefore focused on orthologous transcription factors highly expressed in the porcine embryonic disc (E11) (Ramos-Ibeas et al., 2019). Ternary plots computed for this group of 555 genes showed the vast majority were present in EDSCs of each species and with similar relative expression indicated by the high-density area in the centre of the plot (Fig. 3D). Recognised core and formative pluripotency factors were contained in the high-density region (Fig. 3E). We conclude that, for all three species, AFX cell lines display a similar transcription factor expression profile and may be considered as EDSCs. We also saw that *de novo* methyltransferases DNMT3A and DNMT3B, which are upregulated during formative transition (Fig. 3C) (Smith, 2017), were expressed in EDSCs of each species (Fig. S3B). Of note, ovine samples included both embryonic disc and ICM-derived cell lines and bovine lines were derived from late ICM explants. Thus, the AFX culture environment consistently captures embryonic disc stage cells from epiblast progression *in vitro*. This is consistent with the culture condition determining the stem cell state that is captured, as previously shown for derivations of primed PSCs corresponding to late epiblast starting from mouse and human ICMs (Najm et al., 2011; O'Leary et al., 2012).

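The ovine and bovine libraries were compared between lines to show how far lines from separate derivations resembled each other. The sample labels do not give the origin of each ovine line, so disc-derived and ICM-derived lines were not contrasted. Pearson correlation of log2(FPKM + 1) across all ovine genes, which are not independent replicates, was 0.992 ± 0.00245 (SD over 15 pairs of libraries) within lines and 0.988 ± 0.00261 (SD over 90 pairs) between lines. The lowest value between any ovine libraries was 0.982. In the bovine data it was 0.992 ± 0.00226 (SD over 9 pairs) within lines and 0.987 ± 0.00361 (SD over 27 pairs) between lines, with a lowest value of 0.976. These values include genes at 0 in every library. Over genes with a mean of at least 1 FPKM, the means within and between lines differed more, by 0.0103 in the ovine and 0.0115 in the bovine data. Mean similarity was higher within lines than between them in both species, but not every library was nearest to its own line. Over genes with a mean of at least 1 FPKM, 4 of the 15 ovine libraries had their highest correlation with a library of another line. These included all libraries of line B. In the bovine data 0 of 9 libraries did so. Of the 1401400 groupings of the ovine libraries into sets of 3, 15 separated the sets as far as the lines did (exact permutation test, one-sided, p = 1.07e-05). In the bovine data the lines gave the largest separation of the 280 groupings (exact permutation test, one-sided, p = 0.00357, the smallest p possible). With limma, 1685 of 13555 ovine genes tested and 433 of 13630 bovine genes tested differed between lines at a Benjamini-Hochberg adjusted p-value under 0.05. The means of the ovine lines spanned at least 1 on the log2(FPKM + 1) scale in 592 of these genes, and those of the bovine lines in 230. Among lines B, K and 23 alone, 177 ovine genes differed in a fit without a replicate block, on which this count depends, and the other 9 sets of 3 ovine lines gave 152 to 1745. With each library left out in turn, most counts fell in both species, in fits that also had fewer libraries. The ovine count was 2584 without line B passage 8, 1064 without line 1 passage 10 and 1038 without line 1 passage 11. The bovine count was 278 without line 13 passage 19, 241 without line 16 passage 15 and 269 without line 16 passage 16. The paper reports the transcription factor profiles and the expression of DNMT3A and DNMT3B in lines of these origins. It also compares the porcine lines with embryo stages. From this it concludes that the AFX culture environment captures cells of the embryonic disc stage.

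**Figure D2:**
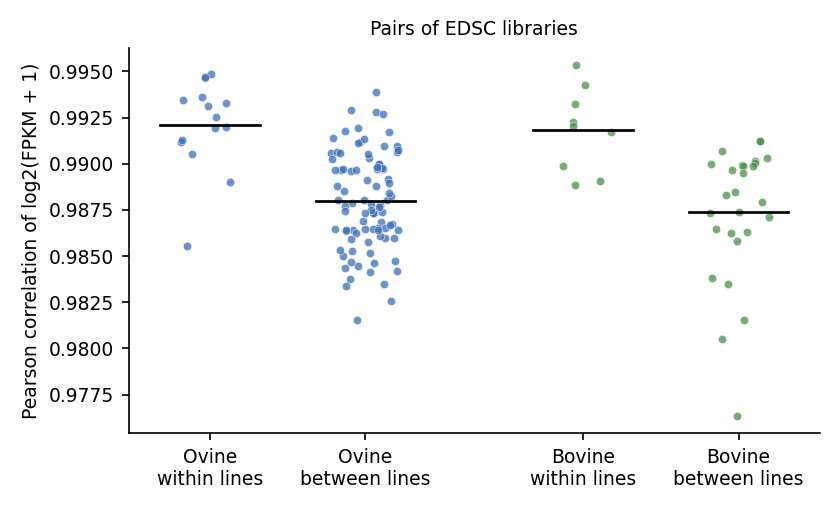
Pearson correlation of log2(FPKM + 1) across all genes for each pair of EDSC libraries (vertical axis, which does not start at 0). Each point is 1 pair of libraries of the same line or of different lines in the ovine and bovine data, and black bars are means, which are 0.992 and 0.988 for ovine pairs and 0.992 and 0.987 for bovine pairs.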

We used live cell staining and flow cytometry to investigate expression of cell surface markers found on human PSCs. Among the antibodies tested, only SSEA4 showed high expression of in all three species (Fig. S3C). The other markers examined were either weakly positive (CD57 and CD90 in pig only) or negative (SSEA1, TRA1-60, TRA1-81 and CD24). However, CD24 and PODXL1 (recognized by TRA1-60 and TRA1-81) are expressed in porcine RNA-seq data (Fig. S3D). Therefore, at least in those cases, the antibodies may have no or poor species cross-reactivity.

We also compared EDSCs with other recently reported pluripotent stem cell cultures from livestock animals. Two studies have described porcine stem cell propagation. Choi et al. used a combination of activin A, FGF, GSK3 inhibition and tankyrase inhibition, together with KSR and feeders (Choi et al., 2019). Gao et al. derived so-called expanded potential stem cells in medium containing a GSK3 inhibitor, a Src inhibitor, a tankyrase inhibitor, vitamin C, LIF, activin A and serum on feeders (Gao et al., 2019). We generated ternary plots as above using published transcriptome data from those studies. Expression of the set of porcine E11 epiblast transcription factors was similar between EDSCs and cells of Choi et al. but less so with expanded potential stem cells (Fig. S3E). PCA computed using all expressed genes confirmed similarity between EDSCs and the cell lines of Choi et al. and distinction from expanded potential stem cells (Fig. S3F).

A medium termed CTFR, containing FGF and the tankyrase inhibitor IWR1, has been used in combination with feeders to derive pluripotent cell lines from sheep and cattle ICMs (Bogliotti et al., 2018; Vilarino et al., 2020). We compared sheep EDSC transcriptomes with available data for two lines of sheep CTFR cells and saw very similar expression of embryonic disc transcription factors (Fig. S3G). Notably, however, NANOG transcript levels were lower in the CTFR cells. This is consistent with the reported absence of NANOG immunostaining in ovine CTFR cells (Vilarino et al., 2020), in contrast to ready detection in AFX cells (Fig. 2A). Bovine CTFR cells also expressed embryonic disc-enriched transcription factors (Fig. S3H).

Overall, these transcriptome analyses indicate a high degree of overlap between EDSCs of pig, sheep and cattle, with relatedness to the porcine E11 embryonic disc and other recently described livestock pluripotent stem cells but less so with expanded potential stem cells.

### Targeted genetic manipulation and nuclear transfer

To assess the suitability of EDSCs for genome engineering, we undertook CRISPR/Cas9-mediated gene targeting. We first designed vectors for insertion of reporters into the *NANOG* gene in porcine EDSCs (Fig. 4A). Two lines of EDSCs were co-transfected with CRISPR/Cas9 gRNA and either mKO2 or Venus targeting constructs. After transfection, we passaged cells twice before single cell sorting for reporter-positive cells. In trials with the mKO2 construct, efficiencies of clonal expansion were 21.9±3.1% and 31.6±12.1% (*n*=2), respectively, for the two lines. In a repeat experiment using the brighter Venus reporter, we confirmed targeting by genomic PCR (gPCR) (Fig. S4A) and validated expression by flow cytometry and imaging (Fig. 4B,C). We similarly tested genetic modification and clonal expansion in ovine EDSCs, targeting *DPPA3*. Transfected cells were plated at low density and selected with 1.0 µg/ml of puromycin. Targeted clones identified by PCR genotyping were expanded and transiently co-transfected with Cre and GFP expression vectors. After single cell sorting, subclones were re-genotyped by PCR (Fig. S4C). Metaphase counts of two independent targeted clones showed 90% and 74% diploid cells (54 chromosomes) (Fig. S4D). Last, we examined genetic modification and clonal expansion of bovine EDSCs. We introduced a constitutive GFP expression vector by electroporation and selected stable transfectants in puromycin. After clonal plating, 10 colonies were picked and expanded for 2 weeks. We prepared metaphase spreads from two of these clones and counted 69% and 33% diploid cells (60 chromosomes).

**Fig. 4.**
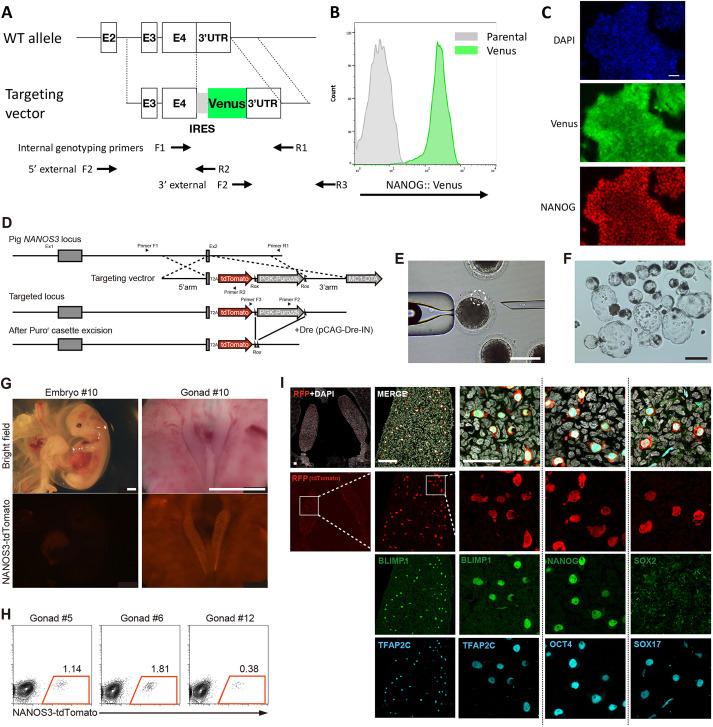
**Targeting and nuclear transfer.** (A) Design of the *NANOG* targeting vector. (B) Flow cytometry analysis of *NANOG*::Venus knock-in line. (C) Image of Venus fluorescence and Nanog immunostaining from the same line as in B. Scale bar: 50 µm. (D) Design of *NANOS3* targeting vector. (E) Injection of single EDSC into the perivitelline space of an enucleated oocyte. Dashed circle highlights EDSC. Scale bar: 100 µm. (F) Cloned embryo development to blastocyst stage *in vitro*. Scale bar: 200 µm. (G) Cloned embryo retrieved on E29 with tdTomato expression in embryonic gonads. Scale bars: 2.5 mm. (H) Flow analysis of tdTomato expression in gonads from three independent cloned embryos. (I) Immunostaining of sectioned gonad for tdTomato and indicated transcription factors. SOX2 staining was not detected. Scale bars: 100 µm.

We then investigated the potential for creating genetically modified animals. For this, we chose to introduce a tdTomato reporter into the germline-specific gene *NANOS3* in porcine EDSCs (Fig. 4D). After transfection followed by puromycin selection, three out of 18 male clones and two out of 18 female clones were identified as correctly targeted by gPCR (Fig. S4B). The selection cassette was then removed by transient transfection with Dre recombinase (Anastassiadis et al., 2009). Excision was confirmed by gPCR on expanded clones (Fig. S4B). We prepared metaphase spreads from a male and a female targeted line. Both were karyotypically normal (Fig. S4G). We used the *NANOS3*-tdTomato porcine EDSCs as donors for nuclear transfer (NT). After injection and electrofusion of EDSCs with enucleated oocytes, a proportion of embryos developed into morphologically normal blastocysts (Fig. 4F, Fig. S4H). The efficiency appeared higher for the male line (29%) than the female line (15%) (Fig. S4D). Therefore, we chose the male line to pursue NT embryo development *in vivo*. From 210 oocytes electrofused with EDSCs, we obtained 58 blastocysts (27.8%) (Fig. 4E,F, Fig. S4D). After uterine transfer to recipients, we recovered five morphologically normal foetuses at E29 (Fig. S4D). By this stage the body plan has been laid down and major organs are forming. We observed tdTomato expression restricted to the gonads, as expected for primordial germ cells (PGCs) by this stage (Fig. 4G). Flow cytometry analysis substantiated the presence of cells expressing tdTomato in dissociated gonadal tissue from three different embryos (Fig. 4H). Immunostaining showed that the NANOS3-tdTomato-positive cells expressed germ cell markers, BLIMP1, TFAP2C, OCT4 and NANOG, confirming faithful labelling of pig PGCs by the reporter. Of note, *NANOS3*-tdTomato-positive pig PGCs also expressed SOX17 but lacked SOX2, shared features of pig and human PGCs that differ from mouse (Kobayashi et al., 2017) (Fig. 4I). These results demonstrate the fidelity of the knock-in reporter and confirm the origin of the foetuses from the genetically manipulated EDSCs.

## DISCUSSION

Our findings demonstrate that identical, well-defined, and relatively simple culture conditions support derivation of PSCs related to the embryonic disc for the three major livestock animals: pig, sheep and cattle. Under stimulation with activin A and FGF, together with inhibition of the Wnt pathway, EDSCs can be expanded continuously without feeder cells, serum or serum replacement. They retain a global transcriptome signature of bilaminar disc epiblast. Accordingly, they do not express factors specific to naïve pluripotency and also largely lack lineage-affiliated gene expression that is characteristic of gastrulation stage epiblast and primed mouse PSCs (Kojima et al., 2014; Osteil et al., 2019). EDSCs differentiate in teratomas and into multiple lineages *in vitro*, including skeletal muscle. They can readily be genetically manipulated, clonally expanded and used as donors for nuclear transfer. The establishment of stable stem cell lines from different species in a delimited signalling environment will facilitate gene regulatory network comparisons and elucidation of the relationship between *in vitro* cell lines and stages of pluripotency in the embryo. Furthermore, robust, standardised and scalable PSC culture will be advantageous for genome engineering in these species and of paramount importance for the emerging field of cellular agriculture and the promise of sustainable meat production (Post et al., 2020).

Interestingly, feeder and serum-free AFX conditions similar to those employed here for EDSCs have been used to propagate mouse EpiSCs (Kojima et al., 2014; Osteil et al., 2019; Tsakiridis et al., 2014) and conventional human PSCs (Rostovskaya et al., 2019). Livestock pluripotent stem cells have recently been established on feeders in medium with overlapping components. FGF2 has been used with an alternative tankyrase inhibitor, IWR-1, in both cattle and sheep (Bogliotti et al., 2018; Vilarino et al., 2020). FGF2, IWR-1 and activin A plus GSK3 inhibition, and knockout serum replacement were employed to derive and propagate pig PSCs (Choi et al., 2019). We observed related gene expression between EDSCs and cells from both of those feeder-dependent protocols. We surmise that those formulations support expansion of similar EDSCs. Indeed, a recent report showed that bovine PSCs derived on feeders in FGF and IWR-1 could be adapted to feeder-free culture by addition of activin (Soto et al., 2021), a signalling environment that is likely to be functionally equivalent to AFX. In contrast, expanded potential stem cells, which are purported to represent an early embryonic stage (Gao et al., 2019; Zhao et al., 2021), are transcriptomically distinct from EDSCs.

We found that EDSCs can differentiate into somatic germ layers *in vitro* in response to protocols developed for human PSCs. Myogenic differentiation from EDSCs offers a starting point for the replacement of animals in the generation of meat products (Rubio et al., 2020). Optimisation and generation of other key lineages, such as adipose tissue, will be required along with bioreactor scale-up, but it is already encouraging that myotubes can be detected without genetic manipulation. It may be anticipated that EDSCs can be derived by somatic cell reprogramming, which would enable their generation from elite livestock specimens.

EDSCs are readily amenable to genetic modification and our results demonstrated retention of a normal karyotype after two rounds of clonal propagation required for gene targeting and marker excision. The targeted porcine EDSCs displayed competence to support foetal development by nuclear transfer. Although somatic cell nuclear cloning is well established in pigs, previous efforts using putative pluripotent cells have not yielded successful embryo development *in vivo*. Fan et al. reported a large nuclear transfer study using porcine iPSCs and concluded that persistent activity of reprogramming transgenes compromised embryonic development (Fan et al., 2013). Only after *in vitro* differentiation and associated silencing of transgenes did they obtain a low frequency of full-term development. Our findings indicate that there is no intrinsic barrier to cloning from pluripotent pig stem cells. Compared with fibroblasts, long-term proliferation and clonal expansion, as displayed by EDSCs, are highly advantageous for advanced genome engineering. With protocol development to increase nuclear transfer efficiency similar to that obtained with fibroblasts, use of EDSCs should facilitate complex genetic enhancement of livestock and generation of large animal models of human disease. A further potential application is in creation of genetically compromised animal hosts with niches for production of human tissues and organs (Rashid et al., 2014).

Recently, we described derivation of formative pluripotent stem (FS) cells in mouse and human (Kinoshita et al., 2021). Their propagation relies on activin A and XAV939 but unlike EDSCs does not require exogenous FGF. However, FS cells are dependent on MEK/ERK signalling, likely activated by autocrine FGF (Kinoshita et al., 2021). In future studies, it will be informative to examine the relatedness of EDSCs to FS cells, in terms of transcriptome features, chromatin organization and functional attributes of chimaera colonization and germ cell formation. Positioning of EDSCs on the formative to primed pluripotency trajectory will also benefit from greater temporal resolution of mid- to late-epiblast transcriptome progression in embryos of the different species. The ability to derive and propagate similar pluripotent stem cells from species that are phylogenetically distant (pigs versus sheep/cattle=64 million years, sheep versus cattle=25 million years) by applying a common signalling environment is suggestive of a conserved attractor state (Enver et al., 2009) during mammalian epiblast progression (Smith, 2017). Defining the gene regulatory network in EDSCs of different species will reveal the extent to which they represent equivalent cell states.

In summary, these findings establish a defined culture condition for capturing what may be a common pluripotent stem cell state from diverse livestock mammals. EDSCs provide a new opportunity for comparative mammalian embryology, enhanced potential for animal genetic engineering and a sustainable raw material for cellular agriculture.

## MATERIALS AND METHODS

### Animal studies

Procedures involving animals in the UK have been approved by the School of Biosciences Ethics Review Committee (16/000099), University of Nottingham, and were carried out under authority of UK Home Office project licence P13302F08. Experiments using porcine embryos in Japan were performed in accordance with the animal care and use committee guidelines of the National Institute for Physiological Sciences and Meiji University. Teratoma experiments were performed under guidelines of the Institutional Animal Care and Use Committee of the Institute of Medical Science, University of Tokyo, Japan.

### EDSC derivation

#### Porcine

Pig E9-E11 embryos were produced by artificial insemination of synchronized sows. Embryos were collected by flushing the uterus with PBS supplemented with 1% foetal calf serum (FCS). Epiblasts from the embryonic disc stage were manually dissected under a stereomicroscope. Epiblasts were transferred onto laminin- (10 µg/ml L2020, Merck or L511-E8, Amsbio) and fibronectin- (16.7 µg/ml) coated four-well plates. Outgrowths were dissociated with Accutase and transferred to a freshly prepared four-well plate in the presence of 10 µM of a Rho-associated kinase inhibitor, Y27632.

#### Ovine

*In vivo* E6-E11 sheep embryos were obtained following insemination and collected from the uteri by flushing with PBS containing 1% FCS. Embryonic disc stage epiblasts were manually dissected under a stereo-microscope and plated on coated four-well plates as described for porcine cells. For *in vitro* ovine embryo production (German et al., 2015), ovaries were collected from a local slaughter house, transported to the laboratory within 3 h in warm PBS (30-35°C) and oocytes retrieved. ICMs were isolated by immunosurgery at E7. Isolated ICMs were plated intact on coated four-well plates as above. Spontaneously differentiated cells were manually removed by mouth pipette.

#### Bovine

Bovine blastocysts were produced *in vitro* as previously described (Alberio et al., 2000). At E7, embryos were transferred to N2B27 and from E8 they were supplemented with 20 ng/ml activin A. Immunosurgery and ICM plating were carried out on E7-E9 embryos as for sheep.

### EDSC maintenance

Porcine, ovine and bovine EDSCs were derived and maintained in AFX medium consisting of 20 ng/ml activin A, 12.5 ng/ml FGF2 and 2 µM XAV939 in N2B27 medium (Nichols and Ying, 2006). Cells were maintained on laminin- (10 µg/ml) and fibronectin- (16.7 µg/ml) coated plates. Accutase was used for dissociation and cells were collected and pelleted in DMEM/F12 supplemented with 0.03% BSA. Y27632 was added when passaging porcine EDSCs but was not routinely used for ovine or bovine lines. Cell cultures were periodically screened for mycoplasma by PCR assay and tested negative.

### Teratoma formation

Porcine EDSCs in one well of a six-well plate were transfected with 1.6 µg of pPBCAG-mKO2-IP and 0.4 µg of pCAG-PBase using TransIT LT-1 (Mirus) and selected with 1.0 µg/ml of puromycin. Transfected porcine EDSCs or unlabelled ovine EDSCs were injected into kidney capsules or testes of NOD/SCID mice at ∼5×10^5^ cells per site. Animals were sacrificed after 4-6 weeks. For bovine EDSCs, 1×10^6^ cells were suspended in ice-cold Matrigel (BD) and injected subcutaneously. Teratomas were collected 8 weeks after transplantation. After fixation, teratomas were embedded in paraffin wax, sectioned and stained with Haematoxylin and Eosin for histological inspection. We tested one line for porcine and bovine, and two lines for ovine EDSCs.

### *In vitro* differentiation

Neural differentiation was performed as described for human conventional PSCs (Chambers et al., 2009). For endoderm differentiation, cells were treated with 20 ng/ml activin A and 3 µM CHIR99021 for the first 24 h and activin A only for the following 48 h. Paraxial mesoderm differentiation was performed as follows. Cells were treated with 3 µM CHIR99021 and 500 nM LDN193189 in DMEM/F12 for the first 24 h and 3 µM CHIR99021, 500 nM LDN193189 and 20 ng/ml FGF2 from day 2 to day 5. Skeletal muscle induction was initiated from day 5 by switching the medium supplement to 15% KSR, 10 ng/ml HGF, 2 ng/ml IGF, 20 ng/ml FGF2 and 500 nM LDN193189 for 2 days, to KSR and IGF for another 2 days, and to HGF and IGF thereafter. At least two independent lines from each species were tested for lineage induction. Skeletal muscle maturation was performed on one bovine line.

### Metaphase chromosome analysis

EDSCs were treated with KaryoMax colcemid (Gibco) for 2.5 h. Cells were collected and resuspended in pre-warmed 0.075 M KCl and incubated for 15 min at room temperature. 100 µl of freshly prepared fixative solution (methanol:glacial acetic acid=3:1) were added into the suspension and cells pelleted. Cells were resuspended in fixative (250-500 µl) and up to 20 µl spread per glass slide. Spreads were stained with DAPI and imaged using a Leica DMI4000. G-banding and karyotype analysis of pig EDSCs was performed by TDL Genetics LTD (UK) and Nihon Gene Research Laboratories (Japan).

### qRT-PCR analysis

Total RNAs were isolated with Reliaprep RNA miniprep kit (Promega). cDNAs were prepared by GoScript reverse transcription system (Promega). PCR was performed using SYBR Green enzyme mix (Thermofisher). The list of primers is in Table S2.

### Immunofluorescence analysis

Cells were fixed with 4% PFA for 15 min at room temperature. Cells were blocked with 5% skimmed milk or BSA in PBS, 0.1% Triton X. Primary and secondary antibodies were incubated for 1 h at room temperature or overnight at 4°C. Images were taken using a Leica DMI4000. Antibodies used are all commercially available (see Table S3).

### Alkaline phosphatase staining

Alkaline phosphatase staining was performed following the manufacturer's instruction (86R-1KT, Sigma Aldrich).

### Gene targeting and stable transfection

#### *NANOG*::Venus knock-in

pEDSCs were transfected with gRNA expression construct (0.8 µg), Cas9 expression construct (0.8 µg) with *NANOG*::Venus knock-in vector (0.4 µg) by TransIT LT-1 (Mirus) in one well of the six-well plate. Cells were cultured and passaged once, and a single cell sort was performed. Expanded clones were genotyped by touch-down PCR (denature at 98°C for 10 s, drop the annealing temperature by 1°C per cycle from 65°C for 15 s for the initial 10 cycles, followed by another 35 cycle of 56°C of annealing temperature, extension at 65°C for 3 min) using LongAmp Taq polymerase (NEB). gRNA sequence and genotype primers are provided in Table S1.

#### *NANOS3*::tdTomato knock-in

Reverse transfection was carried out using lipofectamine 2000 (Thermo Scientific) as described previously (Kobayashi et al., 2017). pEDSCs (1.5×10^5^) were suspended in 100 µl of Opti-MEM (Thermo Fisher Scientific) containing targeting vector (2.0 µg), CRISPR/Cas9 plasmid (1.0 µg) and lipofectamine complex, and then left for 5 min at room temperature. pEDSCs were then seeded onto puromycin-resistant MEF and, 48 h later, 0.8 µg/ml puromycin was added to the culture medium for selection. Colonies were picked and genotyped by PCR. Targeted clones were transfected with Dre expression vectors and expanded from clonal density. Clones were genotyped to detect excision of the puromycin selection cassette. gRNA sequences and genotype primers are provided in Table S1. Genotyping PCR was performed using Tks Gflex DNA Polymerase (Takara).

#### *DPPA3*::mKO2 knock-in

shEDSCs were transfected with a gRNA expression construct (0.8 µg), a Cas9 expression construct (0.8 µg) with DPPA3::Venus knock-in vector (0.4 µg) using TransIT LT-1 (Mirus) in one well of a six-well plate. 1000 cells were replated into 10 cm plate with 10 µg/ml of Rock inhibitor. Clones were picked and genotyped by touch-down PCR (denature at 98°C for 10 s, drop the annealing temperature by 1°C per cycle from 65°C for 15 s for the initial 10 cycles, followed by another 35 cycles of 56°C of annealing temperature and extension at 65°C for 3 min) using LongAmp Taq polymerase (NEB). Expanded targeted clones were co-transfected with pCAG-GS-Cre and pPBCAG-GFP-IP plasmids using transit LT1. GFP-positive cells were isolated by single cell flow sorting into 96-well plates 48 h after transfection. Expanded clones were genotyped by gPCR. gRNA sequence and genotype primers are listed in Table S1.

#### Stable transfection of bovine EDSCs

bEDSCs (1×10^6^) were electroporated with 2 µg of pPBase and 8 µg of pPBCAG-GFP-IP plasmids. Electroporation was performed using NEPA 21 electroporator and EC-002S NEPA Electroporation Cuvettes (2 mm gap) as follows: poring pulse, 115 V, length 2.5 ms, two pulses with 50 ms interval, D.rate 10%, polarity +; transfer pulse, 20 V, length 50 ms, five pulses with 50 ms interval, D.rate 40%, polarity +/−. After electroporation, cells were seeded at 1×10^6^/well in a six-well dish. Puromycin (0.5 µg/ml) selection was started on the next day for 4 days (one passage in between). Clonal expansion was achieved by limiting dilution of a single cell suspension into 96-well TC plates.

### Nuclear transfer

Nuclear transfer of NANOS3::tdTomato knock-in pEDSCs was performed as described for somatic cell nuclear transfer (Kurome et al., 2008; Matsunari et al., 2013) without cell cycle synchronization. In brief, a single EDSC was electrically fused with an enucleated oocyte. The reconstructed embryos were electrically activated and cultured in porcine zygote medium 5 (PZM-5, Research Institute for Functional Peptides, Yamagata, Japan) (Yoshioka et al., 2008) for 3 h in the presence of 5 μg/ml cytochalasin B and 500 nM scriptaid, and embryos were then cultured with 500 nM scriptaid (Zhao et al., 2009) for another 12-15 h. After these treatments, cloned embryos were cultured in PZM-5 in 5% CO_2_, 5% O_2_ and 90% N_2_ at 38.5°C. On day 4, morula stage embryos were transferred in fresh PZM-5 supplemented with 10% FBS. On day 6, blastocysts were surgically transferred into the uterine horns of oestrus-synchronized recipients.

### Flow cytometry and cell sorting

For surface maker analysis, EDSCs were washed with PBS and dissociated with Cell Dissociation buffer, Enzyme Free, Hanks's Balanced Solution (Gibco). Dissociated cells were incubated with fluorophore-conjugated antibody on ice for 20 min and analysed using a BD FACS Fortessa with FlowJo software. DAPI and PI were used to gate out dead cells. Single Venus-positive DAPI- negative pEDSCs transfected with a NANOG-Venus targeting construct and single GFP-positive DAPI-negative shEDSCs were sorted into laminin/fibronectin coated 96-well plates in AFX medium supplemented with 10 µM Rock inhibitor using a BD FACS Fusion instrument. Established *NANOG*::Venus lines were analysed using a BD FACS Fortessa with FlowJo software. For the analysis of porcine PGCs in NANOS3::tdTomato cloned foetuses, the gonads were digested using 0.1% collagenase type IV/PBS for 15 min followed by 0.25% trypsin/EDTA for 5 min. The cells were analysed using an SH800 flow cytometer (SONY) with FlowJo software.

### RNA-sequencing

Cells were lysed in Trizol (Thermo Fisher Scientific) and total RNAs were purified by Purelink RNA mini kit (Thermo Fisher Scientific). Ribosomal RNAs were removed with Ribo-zero rRNA removal kit (Illumina) for porcine samples and Qiaseq FastSelect RNA removal kit (Qiagen) for ovine and bovine. Libraries were prepared using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB).

### Data processing

Trim-Galore! v0.6.5 (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) was used to trim adapter sequences and remove low-quality base calls from the 3′ end of reads of porcine, ovine and bovine EDSC samples with default parameters. STAR v2.7.3a (Dobin et al., 2013) was used to map trimmed reads to the reference genome assembly of each species (porcine, Sscrofa11.1; ovine, Oar_v3.1; bovine, ARS-UCD1.2). FeatureCounts from SubRead v2.0.0 (Liao et al., 2014) was used to quantify expression to gene loci. We obtained normalised counts from Bogliotti et al. (2018) (GEO accession number GSE110040) while samples from Vilarino et al. (2020) (SRA accession number PRJNA609175) were processed identically to our sheep EDSC samples. Porcine (Gao et al., 2019; Array Express accession number E-MTAB-7253; Choi et al., 2019; GEO accession number GSE120031) samples were trimmed with Trim-Galore! v0.5.0 with a stringency of 6 and aligned to the porcine reference genome using TopHat2 (Kim et al., 2013) with known gene models provided. Gene counts were generated with FeatureCounts from subread 1.5.0.

### Analysis

Analyses were performed on log_2_FPKM normalised values using R (ver.4.0.3) (https://www.r-project.org/). Only protein-coding genes were considered. For interspecies comparison, genes orthologous between pig, cow and sheep were identified using BioMart (Smedley et al., 2015). For porcine genes with multiple orthologous loci between the species (due to one-to-many or many-to-many relationships), a single locus per species was selected according to the similarity scores against the porcine gene. Pig single cells expressing fewer than 4625 genes per sample were excluded from the analysis.

### Principal component analysis

Analyses were performed using the R ‘prcomp’. To compare the pig EDSCs and pig embryo single cell data (accession numbers GSE112380 and GSE155136), the principal components of the pig single cells were computed, using the top 1000 variable genes across the dataset. The pig EDSC samples were then projected onto this PCA space using the ‘predict’ function. Similarly, the principal components for the Gao et al. (2019) and Choi et al. (2019) samples were computed using all expressed genes across the combined datasets, onto which the pig EDSC samples were projected.

### Correlation matrices, boxplots and heatmaps

Correlation matrices and boxplots between porcine EDSC RNAseq data and porcine embryo single cell RNAseq were generated using Pearson's correlation coefficient for all genes.

### Ternary plots

Porcine transcription factors expressed above a mean of 1 FPKM in pig epiblast E11 cells (555 genes) and above a mean of 1 FPKM in at least one species plotted were used to create ternary plots using the R package ‘ggtern’ (Hamilton and Ferry, 2018). Gene expression values were averaged for each dataset then divided by the sum of the averaged values so that the sum for each gene across the three datasets is one. Density areas were computed using 2D kernel density estimation.

## Supplementary Material

Supplementary information

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

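RNAseq was analysed from 33 EDSC libraries, 9 from 3 porcine lines, 15 from 5 ovine lines and 9 from 3 bovine lines. Each line had 3 libraries, which were different passages of that line. Line, passage and species were taken from the sample labels. The labels do not give the sex or the embryonic origin of a line. Columns of the tables were matched to libraries by name, and 0 columns were left unmatched.

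According to the methods, the authors trimmed reads with Trim-Galore, aligned them with STAR to Sscrofa11.1, Oar_v3.1 or ARS-UCD1.2, assigned them to gene loci with FeatureCounts, and kept protein-coding genes. The deposited values are log2(FPKM + 1) as made by the authors, although the tables are named as raw counts. They are not whole numbers, and 2 to the power of a value minus 1 moves in whole multiples of a step for each gene. The paper's text does not name the annotation release or the strand setting used for counting, so genes with near-identical copies and overlapping genes are uncertain to an unknown extent.

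The number of reads on a gene equals FPKM multiplied by the gene length and the library total, and all 3 are whole numbers. Ratios of values between libraries gave the relative totals, a common divisor over genes gave the total itself, and the shortest length for which every library held whole reads gave the length and the reads. Whole reads were obtained for 100% of the genes with a value above 0 in each species. The reads added up to 99.9% of the library totals in pig, 100.0% in sheep and 99.96% in cow. For genes with few reads the shortest possible length can be a fraction of the true length, so lengths are used as distributions over many genes and printed for no single gene. On simulated tables the totals of all 33 libraries were recovered, with the exact number of reads for 99.9% of the values above 0 in pig, 99.99% in sheep and 99.9% in cow.

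The comparisons had been planned for read counts. Because the deposited values are on a log scale, the planned design was kept and the test was changed to limma (version 3.58.1 in R 4.3.3) on log2(FPKM + 1), with lmFit and with eBayes using a mean-variance trend. Species were fitted separately. The line comparison is an F-test for any difference among the lines of a species, without a block. The passage trend is the slope per passage with line as a factor. Genes were tested if they reached 10 reads, scaled to the median library total, in at least 3 libraries (as many as the smallest line has) and 15 reads in total. In fits without 1 library, the minimum number of libraries fell with the smallest line. P-values were adjusted by the Benjamini-Hochberg method and the threshold was 0.05. The alternatives for these comparisons were set before the data were examined, except for a pseudocount of 0.1, limma voom on the recovered reads, a minimum mean of 1 FPKM in place of the filter on reads, the replicate block among ovine lines B, K and 23, and single libraries left out of the passage trend. The analyses of correlation, gene length, summed FPKM and genes present in 1 line alone, and their alternatives, were chosen after the data were seen.

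The limma fits were tested on simulated libraries with the means and totals of the real ones, in which 200 genes changed by 1 on the log2 scale in 1 line and 200 others changed by 0.3 per passage. Of the genes changed in 1 line, 89.5% were called in pig, 86.5% in sheep and 92.0% in cow, and of the genes changed with passage, 96.0%, 96.0% and 67.0%. Between 4 and 14 of the unchanged genes were called in each fit. Every gene was simulated with a dispersion of 0.02 and independent libraries, and the changed genes were drawn above a minimum of reads. The spread was not matched to the real libraries, so these shares are not the power in the real data.

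Correlation within and between lines was compared by an exact permutation test over all groupings of the libraries into sets of 3. Numerical work used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1. The genes to be named in the text had been set as the markers named in the paper and the genes with a symbol and the smallest adjusted p-values. The tables do not pair Ensembl identifiers with symbols or with genes of another species. Marker genes, transcription factors and the ternary comparison between species were therefore not analysed here, and the few identifiers printed were chosen after their values were seen. The embryo data and the data of other studies with which the paper compares the cell lines were not used here.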

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

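The comparison of porcine line 1 passage 6 with the other libraries of its passage and of its line was chosen only after the result was seen.

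Porcine line 1 passage 6 had reads on 18079 genes, and the next library on 17224. The gap was 0.696 of the range over the 9 libraries and exceeded Dixon's critical value for 9 values. Among 18 groups of values tested in this way it was the only library or line that stood apart. About 1 among 18 is expected by chance to pass the critical value, whatever its margin. Ovine libraries entered these tests as line means only, so individual ovine libraries were not screened. Its total of 41165430 reads was below the porcine median. With every porcine library thinned to 37042527 reads it still lay apart, with 17945 genes against 17025 in the next library and a gap of 0.783 of the range, which argues against the library total as the cause. It had 443 genes with no read in the other 8 libraries, where each of the others had 49 to 98 such genes. A median of 1 read lay on each of the 443 genes, 532 reads in all. The highest of these genes reached 0.245 FPKM. Cells of another type with abundant transcripts would raise genes above their level in the other libraries. In line 1 passage 6, 5 genes over 1 FPKM reached at least 2 times the highest of the other 8 libraries, and in the other libraries 0 to 9 genes did. A small share of other cells stays open, since it would raise few genes that far. Low-level signal spread over many silent genes remains open, for example from genomic DNA or from reads of other libraries in the same run, and neither was tested. At equal reads the other porcine libraries of passage 6 had reads on 16898 and 16811 genes and the other libraries of line 1 on 16925 and 16770, against 17945 here, which argues against the passage alone and the line alone. Their combination stays open, since no other library shares both.

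Some genes were present in 1 line alone or in every line but 1. At a minimum of 20 reads in each library with the gene and 0 reads in each of the others, there were 4 such genes, named here by identifier after their values were seen. ENSSSCG00000026864 had 149 to 165 reads in the 3 libraries of porcine line 2 (1.70 ± 0.176 FPKM, SD, n = 3) and 0 reads in the other 6 libraries. ENSOARG00000005962 had 22 to 42 reads in ovine line 1 (4.26 ± 0.983 FPKM, SD, n = 3) and 0 reads in the other 12 libraries. ENSOARG00000002469 had 54 to 197 reads in the 12 libraries of the other ovine lines (29.9 ± 12.5 FPKM, SD, n = 12) and 0 reads in the 3 libraries of line 1. ENSBTAG00000011985 had 33 to 50 reads in bovine line 13 (9.28 ± 1.12 FPKM, SD, n = 3) and 0 reads in the other 6 libraries. A count of 0 allows up to 3 reads, which is at most 0.0338, 0.416, 1.08 and 0.772 FPKM for the 4 genes in that order. Of the 11 lines, 3 had such a gene, against 0 of the 612 other sets of 3 libraries of a species, but these sets overlap, so no p-value is given. The sex of a line, a deletion, a variant that prevents alignment and reads shared with a copy of the gene all stay open. None of these was tested, since the positions of these genes were not used here.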

How the results depend on the processing

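The number of genes differing between lines stayed within 1.5 times of its value under upper-quartile normalization, without a filter, with at least 10 reads in every library, with a pseudocount of 0.1, with limma voom on the recovered reads and with a minimum mean of 1 FPKM, in all 3 species. Across these settings it ranged from 973 to 1335 in pig (main value 1306), from 1380 to 1613 in sheep (1685) and from 292 to 494 in cow (433). Restricting the ovine comparison to lines B, K and 23 left 177 genes, of which 168 were among the 1685. That fit had fewer lines and libraries. With each library left out in turn, the count ranged from 542 to 1421 in pig, from 1038 to 2584 in sheep and from 241 to 467 in cow. Most of these counts lay below the main value, in fits that also had fewer libraries. The lowest porcine count came without line 1 passage 6, the highest ovine count without line B passage 8 and the lowest bovine count without line 16 passage 15. The ovine count fell to 1064 without line 1 passage 10 and to 1038 without line 1 passage 11. The porcine count also fell to 700 without line 1 passage 10 and 857 without line 4 passage 6, and the bovine count to 278 without line 13 passage 19 and 269 without line 16 passage 16.

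With the order of the passages within lines as a replicate block, 1155 porcine, 1514 ovine and 285 bovine genes differed between lines, of which 992, 1394 and 265 were among those called without the block. Libraries with the same order number did not deviate together throughout. The correlation across genes of their deviations from the line means ranged from -0.00103 to 0.426 over 9 pairs in pig, from -0.397 to 0.6 over 30 pairs in sheep and from -0.347 to 0.411 over 9 pairs in cow. In sheep and cow the numbers thus do not pair the libraries throughout. In pig every line was sampled at the same passages, so the order number is also the passage. The porcine correlations were mostly above 0, and a shared effect of passage stays open there. Among the ovine lines, B and K did deviate together, with correlations of 0.599, 0.6 and 0.49 at the 3 order numbers. Lines B and 23 had 0.349, 0.0143 and -0.0149, and lines K and 23 had 0.515, 0.000726 and 0.336. A fit of lines B, K and 23 with the replicate block, chosen after these values were seen, gave 469 genes, against 177 without the block, so the ovine count among these lines depends on the block.

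The passage trend gave 0 genes in pig (1354 at an unadjusted p under 0.05), 1 in sheep (1592) and 0 in cow (230). The porcine count was 1 without line 2 and 0 under each of the other alternatives. In sheep the count was 0 with the order of passages in place of the passage number and 0 without line B, line K or line 1, 2 without a filter, 6 without line 23, 19 with limma voom and 23 without line 13, and from 0 to 21 across the 15 fits that each left out 1 library, with 21 without line 13 passage 10. The cause was not tested. The bovine count was 0 under every alternative run.

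The difference in correlation between pairs within and between lines kept its sign and stayed under an unadjusted p of 0.05 with a pseudocount of 0.1, over genes with a mean of at least 1 FPKM and with each library left out. Its size depended on the genes. It was 0.00367 in pig, 0.00414 in sheep and 0.00446 in cow over all genes. Over genes with a mean of at least 1 FPKM it was larger, at 0.00943, 0.0103 and 0.0115. Without single libraries, over all genes, it ranged from 0.00322 to 0.0042 in pig, from 0.00369 to 0.00489 in sheep and from 0.00368 to 0.00518 in cow. The number of genes above a mean of 1 FPKM stayed within 1.5 times at 0.5 FPKM and without each line. The number of genes present in 1 line alone or in every line but 1 was 4 at a minimum of 20 reads, 10 at 10 reads and 2 at 50 reads.

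Alternatives with a count model had been planned for deposited read counts and were not run. The recovered reads would have allowed them, but were fitted with limma voom only. Alternatives for transcription factors, marker genes, the ternary comparison and the correlation between species were not run. For these, the tables do not pair identifiers with symbols or between species. Lower library totals and shorter gene models together limit the ovine and bovine results for low genes, where a gene near 1 FPKM rests on a median of 13.4 and 24.0 reads.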

Other observations

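The test of the 5 ovine lines split into sets of 3 and 2, the positions of all libraries between lines, and the tests of line 23 passage 9 by genes present or absent, were chosen only after the result was seen.

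The sum of FPKM was 1.93 times as high in the ovine as in the porcine table and 1.43 times as high in the bovine. Hypotheses were that a few highly expressed genes raise it or that shorter gene models do. Without the 100 genes with the most reads in each species the ratios were 2.14 and 1.39, which argues against these genes as the cause. Genes with a high FPKM but fewer reads were not left out, so a few such genes stay open. With the ovine and bovine gene lengths replaced, rank for rank, by the porcine lengths, the ratios fell to 0.863 and 0.907. Because FPKM divides reads by gene length, shorter gene models raise the sum by definition. The replacement therefore measures the size of that effect and does not test it against other causes. A gene that held the same share of the summed FPKM in each species would have 22.95% of its summed FPKM in pig, 44.27% in sheep and 32.78% in cow, against 33.33% each if the sums were equal. These percentages hold for linear FPKM. The paper states that analyses were performed on log2 FPKM and does not give the scale of the ternary plots separately, so how far they apply to those plots was not tested. The kit for removal of ribosomal RNA also differs between pig and the other species, and its effect was not tested.

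The split of the libraries into lines gave more genes than other groupings. In pig, sheep and cow, 1 of 100 drawn groupings of the libraries into sets of 3, the lines themselves included, gave as many genes differing at an adjusted p-value under 0.05 as the lines, which was the grouping by line each time. The largest count among the other groupings was 364 against 1306 in pig, 92 against 1685 in sheep and 71 against 433 in cow. Among groupings that held 1 library of each order number in each set, the largest other counts were 180, 157 and 306.

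The passage trend gave 0 genes in pig and 0 in cow at an adjusted p-value under 0.05 (1354 and 230 at an unadjusted p under 0.05) and 1 in sheep (1592). Of 100 drawn orders of the passages within lines, the real order included, 3 gave at least 1 gene in sheep, and the largest count was 455. In pig and cow all of the 100 orders (100 and 100) give at least 0 genes, so that count decides nothing there. At an unadjusted p under 0.05, 8 of 100 orders in pig, 19 of 100 in sheep and 87 of 100 in cow gave as many genes as the real order. By this measure the real order did not stand out at a share under 0.05 in any of the 3 species. A count of at least 1 ovine gene was thus rare among the orders, while an ovine count at an unadjusted p as large as the real one was not. The ovine gene, ENSOARG00000016440, fell by 0.37 per passage on the log2(FPKM + 1) scale (standard error 0.0471, adjusted p = 0.0275 from limma with Benjamini-Hochberg adjustment), and it was chosen after its value was seen. Its call was lost with the order of passages in place of the passage number, without line B, line K or line 1, and in 9 of the 15 fits that left out 1 library. In the self-test, slopes of 0.3 per passage were called for 96.0% of changed genes in pig and sheep and 67.0% in cow. That simulation gave every gene a dispersion of 0.02, not the spread of the real libraries. The shares therefore do not show that such slopes would have been found in the real data.

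Ovine lines B, K and 23, whose labels share a prefix that those of lines 1 and 13 lack, stood apart from lines 1 and 13. The mean correlation of line means within these sets exceeded that between them by 0.00636, where the next largest separation among the 10 splits of the 5 lines into 3 and 2 was 0.0017. It was the largest of the 10 splits (1 of 10), a number too small to exclude chance. The sets also differ in passage, from 4 to 9 in lines B, K and 23 and from 9 to 12 in lines 1 and 13. If passage were the cause, the difference between the sets would follow the slope with passage within lines. The correlation between them across 12538 genes was 0.13, and from -0.0118 to 0.241 with each line left out of the slope, so passage, embryo source and handling cannot be told apart. The 177 genes differing among lines B, K and 23 do not by themselves set these lines apart. The other 9 sets of 3 lines gave 152 to 1745 genes, so a count as low also arose in another set of 9 libraries.

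In the ovine data, 4 of the 15 libraries had their highest correlation with a library of another line over genes with a mean of at least 1 FPKM, against 0 of 9 in pig and 0 of 9 in cow. Line B passage 7 and line 23 passage 9 were each other's nearest library (0.987), line B passage 5 was nearest to line 23 passage 8 (0.985) and line B passage 8 to line K passage 7 (0.984). A few variable genes do not explain this, since 5 libraries had their nearest library in another line once the 1000 most variable genes were left out. An exchange of the labels of line B passage 7 and line 23 passage 9 was tested over the 50 genes that differed most between the other libraries of these lines. It would place line B passage 7 nearer to line 23 (1) and line 23 passage 9 nearer to line B (0). Line B passage 7 lay at 0.0755 and line 23 passage 9 at 0.445, so only the latter lay nearer to the other line, while an exchange needs both. Of genes chosen without these 2 libraries, 4 had 0 reads in line B at passages 5 and 8 and at least 10 reads in line 23 at passages 6 and 8. All 4 had reads in line 23 passage 9 and 0 had reads in line B passage 7, which also argues against an exchange. After the mixed result of the positions, the position of every library of the 3 species was measured between the other libraries of its own line (0) and another line (1), as the median over the 50 genes with the widest gap between them. The other 32 libraries lay between -0.122 and 0.261 in every comparison. Line 23 passage 9 lay at 0.669 toward line B, 0.467 toward line K, 0.498 toward line 13 and 0.304 toward line 1. Its position toward line B was 0.664 with all ovine libraries thinned to 8164710 reads, which argues against the library total. A sample of line B under the label of line 23 was then tested by the same 4 genes, which had 0 reads in every library of line B. All 4 had reads in line 23 passage 9, which a sample of line B alone would not give. No gene (0) was at 0 reads in line 23 at passages 6 and 8 with at least 10 in every library of line B, so both tests rest on these 4 genes in 1 direction. A mixed sample and a change of state within line 23 remain open. On the 50 genes that set line 23 passages 6 and 8 (1) apart from line B (0), line K moved from 0.618 at passage 4 to 0.152 at passage 6 and 0.00858 at passage 7, and line 13 from -0.0398 at passage 10 to 0.132 at passage 11 and 0.53 at passage 12. Line 1 lay at 0.136, 0.295 and 0.251 at passages 9, 10 and 11. Line B, which defined the 0 of this scale, lay at 0.0894, 0 and -0.0641 at passages 5, 7 and 8. Without line 23 passage 9, 1936 ovine genes differed between lines.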
